A study of Mus musculus with 9 samples.

How the data were processed

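Poly-A RNA of microglia from mouse cortex and hippocampus was sequenced with single-end 50-nt reads on a DNBSEQ instrument, per the labels' protocols. The 9 libraries were grouped by the genotype in their labels into 3 groups of 3, namely wild type (WT), APP/PS1, and APP/PS1 mice that also carried Cx3cr1-CreER and floxed Cx43 (called Cx43 cKO here). The replicate numbers 1 to 3 come from the same labels. They number the libraries of each genotype, and the labels do not say whether libraries with the same number shared a preparation or a sequencing run.

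The deposited table holds 18571 genes with numeric gene identifiers and mouse symbols. Per the file headers it gives, for each library, an estimated count, an FPKM, a TPM and a normalised count, and the labels name no aligner, counting program, genome build or annotation. The deposited estimated counts carry decimals and were not scaled between libraries. The deposited FPKM values are per kilobase and scaled to library size and their column sums differ between groups, while the deposited TPM columns have equal sums. The deposited normalised counts are a signal equal to the estimated count, rounded up, multiplied by a single factor per library. These factors matched the inverse of DESeq2 median-of-ratios size factors computed here, although how the authors made them is not stated. All per-sample columns could be mapped to a library by name. The authors' group means were not used here.

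For all tests the estimated counts were rounded to whole numbers. The design, written before the data were examined, had assumed plain counts. The main test was the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling, filterByExpr by group, robust dispersion and all 9 libraries in a single fit with a mean per group. Adjusted p is the Benjamini-Hochberg value over the tested genes of a contrast, with a threshold of 0.05. CPM values use the TMM-scaled library sizes. Preset gene lists, also written before the data were examined, were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 7 lists and 3 contrasts. For the direction of the knockout contrast, genes were selected in the contrast of the mean of both disease-model groups against WT, which is orthogonal to the knockout contrast. Single values were compared with two-sided exact permutation tests, and 3 libraries against 3 cannot give an exact p under 0.1.

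Genes were named by a rule fixed in advance. In each contrast these are the 5 largest and the 5 smallest log2 changes among genes past the threshold, with a mean of at least 1 CPM and no overlap between the groups. Added to these were Gja1, Cx3cr1, App, Prnp and Ddx3y, and up to 3 members of each list. Those members had the smallest p in the contrast where their list had its smallest camera p, so they do not stand for the list as a whole. Some genes that the rule selects are not reported here, and no others were put in their place. Fold changes against a group whose libraries all hold 3 counts or fewer were computed against 3 counts and are lower bounds. Intervals and floors cover counting error only, because PCR copies were not told apart. Total counts ran from 18907681 to 19565354 per library.

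The alternatives tried were DESeq2 size factors and the DESeq2 1.42.0 Wald test, limma-voom, no filter on low counts, at least 10 counts in every library, only the groups compared, an adjusted p of 0.01, at least a 2-fold change, the replicate number as a block, an astrocyte marker score as a covariate, limma-trend on log2 FPKM with a pseudocount of 1 or 0.1, per-library offsets by 10 bins of GC content and 10 bins of transcript length with and without the block, leaving out each library in turn, and for the lists an estimated inter-gene correlation and the fry test. Library totals without scaling factors, TPM in place of FPKM, and the GC and length offsets for Gja1, the lists and the direction share were added after seeing the data. Transcript length and GC content came from GENCODE mouse release 21, in which 17906 of the gene identifiers had a transcript. Gene order came from the RefSeq gene table of GRCm38.p6, which matched 18517 identifiers. No coordinates are given because the authors' build is not stated.

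The steps were tested on simulated data. With 200 genes changed by known factors among 14560 genes at a biological coefficient of variation (BCV) of 3.14%, the edgeR step recovered 95.5% of them with 4.98% false calls, and at a BCV of 10% it recovered 79.5% among 14557 genes with 4.22% false calls. Those simulated counts had few changed genes, no length trend and no replicate-number effect. The real contrasts called 47.7% to 59.0% of tested genes, so these shares of false calls do not measure those of the real contrasts. On 10794 genes the Pearson statistic per degree of freedom was 1.01 for Poisson counts and 18.3 for counts with a BCV of 10%. A length trend put into 14562 genes gave a Spearman rho of -0.86 without offsets and -0.04 with them. Shifting the disease-associated list alone put it past the threshold in both contrasts it entered, and 3 tests of lists that share members with it also passed.

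Term enrichment was not run because the table carries no terms. Xist, a marker of female cells, was not analysed here.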

Results

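To ask how loss of connexin 43 (Cx43, encoded by Gja1) in microglia changes their expression in an amyloid model, RNA was sequenced from microglia, the resident immune cells of the brain, captured with a CD45 antibody from cortex and hippocampus of 9-month-old C57BL/6J mice. APP/PS1 mice carry human disease transgenes and develop amyloid deposits. In the Cx43 cKO group these mice also carried floxed Cx43 and Cx3cr1-CreER, a recombinase that is expressed from the Cx3cr1 locus and activated by tamoxifen. Per the labels, tamoxifen was given for 5 days at 8 months of age at 0.1 mg/g in all 3 groups. Each of the 3 groups (WT, APP/PS1 and Cx43 cKO) had 3 libraries. Total estimated counts were 18907681, 19199476 and 19316881 in WT libraries 1 to 3, 18984555, 19325178 and 19348426 in APP/PS1, and 19184107, 19498683 and 19565354 in Cx43 cKO. The 50 genes with the highest counts took 16.4% to 18.5% of the counts of a library.

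Libraries of the same group differed little. Over 10794 genes with a mean of at least 100 counts, the Pearson statistic per degree of freedom around the group means was 2.63, and it was 1.21 once the replicate number was also fitted. Between library pairs of the same group the mean chi-square per gene was 1.72 to 3.20 (9 pairs), so no pair agreed within sampling noise, and between groups it was 59.2 to 110.03 (27 pairs). Libraries with the same number deviated together from their group means (mean correlation across genes 0.18 over 9 pairs, against -0.09 over 18 pairs with different numbers). Deviations from a group mean cancel out within the group, so the second value largely follows from the first and is not separate evidence. The BCV of the edgeR fit was 3.14%, and 0.988% with the replicate number as a block. Adjusted p-values in all comparisons therefore rest on a very small spread between these libraries.

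Gja1 was measured in every library to check the knockout. Its estimated counts were 682, 642 and 716 in WT, 727, 688 and 788 in APP/PS1 and 514, 484 and 539 in Cx43 cKO. The normalised level was 33.6 CPM ± 1.77 (SD, n = 3) in WT, 39.7 CPM ± 2.72 (SD, n = 3) in APP/PS1 and 26.9 CPM ± 1.42 (SD, n = 3) in Cx43 cKO. Gja1 was lower in Cx43 cKO than in APP/PS1 by a log2 change of -0.56 (SE 0.06, edgeR quasi-likelihood adjusted p 7.95e-09) and lower than in WT by -0.32 (SE 0.06, edgeR adjusted p 7.62e-05), while APP/PS1 was above WT by 0.24 (SE 0.06, edgeR adjusted p 0.000662). With the replicate number as a block, the edgeR adjusted p-values were 6.32e-15, 1.03e-07 and 3.85e-06, where the correlation of same-numbered libraries was 0.18. The exact permutation p was 0.1 for each pair of groups, the smallest possible. With the astrocyte marker score as a covariate the log2 changes of Gja1 were 0.89 in APP/PS1 against WT, -1.15 in Cx43 cKO against APP/PS1 and -0.26 in Cx43 cKO against WT, and none passed. Relative to the summed CPM of 15 astrocyte markers other than Gja1, it was 39.9 ± 1.99 per 1000 marker CPM in WT, 39.3 ± 2.11 in APP/PS1 and 33.7 ± 1.65 in Cx43 cKO (SD, n = 3). On that scale Cx43 cKO differed from APP/PS1 by -14.4% (exact permutation p 0.1) and APP/PS1 from WT by -1.49% (exact permutation p 0.7, with libraries unpaired). Paired by replicate number, all 3 differences of APP/PS1 from WT were negative, -0.97 to -0.21 per 1000 (exact paired permutation p 0.25, the smallest possible), so a small difference is not ruled out there.

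**Figure D1:**
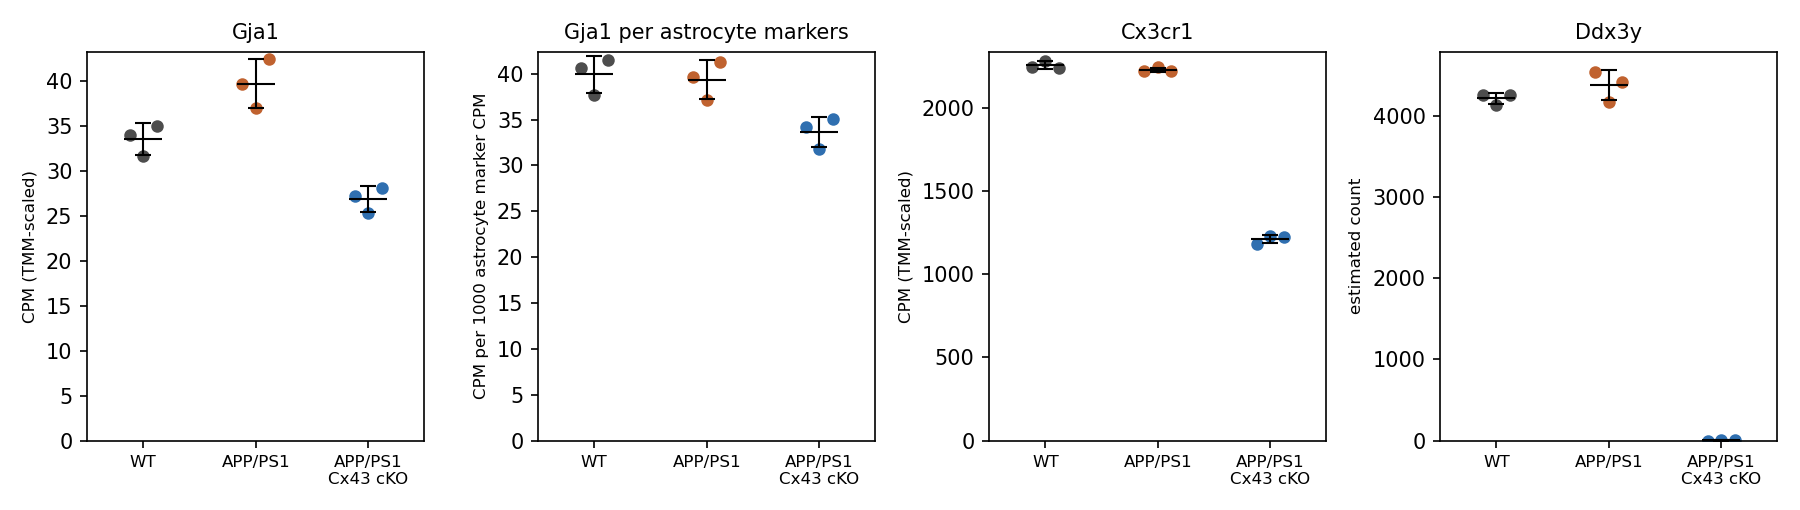
Gja1 (CPM), Gja1 per 1000 CPM of astrocyte markers, Cx3cr1 (CPM) and Ddx3y (estimated count) in each library, by group; points are libraries, and the bar and whiskers are the mean and SD of 3 libraries. Gja1 averaged 26.9 CPM in Cx43 cKO against 39.7 CPM in APP/PS1, and Ddx3y was at 0 to 2 counts in Cx43 cKO.

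Cx3cr1, the locus that carries the recombinase, was at 2260 CPM ± 24.2 in WT, 2231 CPM ± 13.6 in APP/PS1 and 1214 CPM ± 24.96 in Cx43 cKO (SD, n = 3), a log2 change of -0.88 against APP/PS1 (SE 0.03, edgeR adjusted p 9.07e-21). Between APP/PS1 and WT its change depended on the scaling. It was -0.02 with TMM (edgeR adjusted p 0.545), 0.082 with GC and length offsets (edgeR adjusted p 0.000973), -0.16 with library totals (edgeR adjusted p 3.75e-06) and -0.41 on TPM (limma adjusted p 6.65e-08). App was 0.05 above WT in APP/PS1 and did not pass the threshold (edgeR adjusted p 0.0870), but it passed with the replicate number as a block (0.05, edgeR adjusted p 0.00202), where the correlation of same-numbered libraries was 0.18. App also passed with GC and length offsets (0.14, edgeR adjusted p 1.03e-05), and passed with the opposite sign with library totals (-0.084, edgeR adjusted p 0.00615) and on TPM (-0.33, limma adjusted p 1.61e-07), so its direction is not settled here. Prnp, whose promoter drives the transgenes of some APP/PS1 lines, was 0.29 above WT in APP/PS1 (edgeR adjusted p 1.95e-09) and 0.60 above WT in Cx43 cKO (edgeR adjusted p 1.04e-15). In APP/PS1 against WT it passed with the opposite sign on TPM (-0.098, limma adjusted p 0.0062), so that direction depends on the scaling. The human transgene sequences themselves were not analysed here.

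The Y-linked gene Ddx3y separated the groups. Its counts were 4137 to 4258 in WT, 4170 to 4538 in APP/PS1, and 0, 1 and 2 in the Cx43 cKO libraries. It was at least 1489-fold lower in Cx43 cKO than in APP/PS1 (edgeR adjusted p 7.15e-31). Kdm5d and Eif2s3y, also on the Y chromosome, had at most 1 and 5 counts in Cx43 cKO libraries and at least 310 and 1242 in the others. The Y-linked gene Uty was lower but not absent, with 104, 111 and 106 counts in Cx43 cKO against 577 to 699 in the others. Sex-linked expression and Cx43 genotype were thus fully overlapping in these libraries, so no comparison that involves Cx43 cKO can be recomputed within a sex, and the comparison of APP/PS1 with WT is the only pair without that difference.

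To find the genes that differ with amyloid, APP/PS1 was compared with WT over 14696 tested genes. In total 8670 genes had an edgeR adjusted p under 0.05, 3960 higher and 4710 lower, and 1256 of these changed at least 2-fold (710 higher, 546 lower). The groups did not overlap for 63.5% of tested genes, where chance gives 10%. With the replicate number as a block 9319 genes were called (8652 of them among the 8670), where the correlation of same-numbered libraries was 0.18. The alternative that moved this count most was the astrocyte marker score as a covariate, with 29 genes, but 99.6% of the variance of that score lay between the groups, so it takes up the group difference itself. Scaling by library totals alone shifted the median log2 change of all genes to -0.17 and gave 29.5% higher among called genes, against 45.7% with TMM. On FPKM the share was 31.1% with a pseudocount of 1 (median shift -0.14) and 31.0% with 0.1 (median shift -0.17), and on TPM it was 15.1% (median shift -0.38).

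The loss of Cx43 within the disease model was measured by comparing Cx43 cKO with APP/PS1. Here 8085 genes were called, 4009 higher and 4076 lower, and 1124 changed at least 2-fold (675 higher, 449 lower). The groups did not overlap for 59.7% of genes, with 10% given by chance. With the block 8851 genes were called, where the correlation of same-numbered libraries was 0.18. On TPM, which shifted the median of all genes to 0.17, 75.8% of called genes were higher, against 49.6% with TMM. Cx43 cKO against WT gave 7010 called genes, 3635 higher and 3375 lower, with 762 changed at least 2-fold (441 higher, 321 lower), 54.6% of genes without overlap against 10% by chance, and 7934 genes with the block. In that comparison the share of higher genes was 51.9% with TMM, 30.4% with library totals (median shift -0.12), 32.9% on FPKM with either pseudocount (median shifts -0.08 and -0.10) and 19.99% on TPM (median shift -0.18). Of the genes changed at least 2-fold in APP/PS1 against WT, 411 were also changed at least 2-fold in Cx43 cKO against WT. Of these 291 had the same direction, and both contrasts share the WT libraries, which favours equal signs. APP/PS1 against WT shared 630 such genes with Cx43 cKO against APP/PS1, of which 619 had the opposite sign. Those contrasts share the APP/PS1 libraries, which favours opposite signs.

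Changes depended on transcript length. With genes put in 10 bins of equal size by length, the bin of shortest transcripts (median length 1095 nt) had a median log2 change of 0.46 in APP/PS1 against WT, -0.41 in Cx43 cKO against APP/PS1 and 0.12 in Cx43 cKO against WT. In the bin of longest transcripts (median length 8408 nt) the values were -0.09, 0.02 and -0.06. Across 14401 genes, which are not independent replicates, Spearman's rho with length was -0.23, 0.19 and -0.13 in the 3 contrasts. With offsets for GC content and length 8003, 7802 and 7173 genes were called, and 8525, 8323 and 7783 when the replicate block was added, where the correlation of same-numbered libraries was 0.18. In APP/PS1 against WT, 6619 of the 8003 genes were among the 8670 without offsets, 6471 with the same sign.

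**Figure D2:**
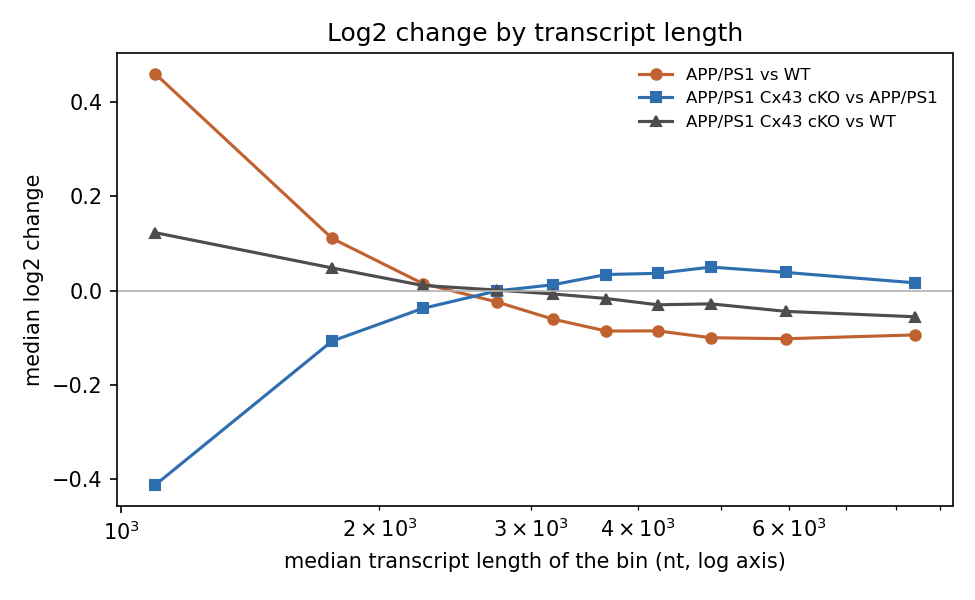
Median log2 change of the genes in each of 10 bins of transcript length (y axis) against their median length in nt (x axis, log scale), for the 3 contrasts; each point is a bin and the bins hold 14401 genes in all. The bin of shortest transcripts stands at 0.46 for APP/PS1 against WT and at -0.41 for Cx43 cKO against APP/PS1.

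Among the named genes, the largest increases in APP/PS1 over WT were in Apoc4 (at least 42.3-fold), Yipf7 (at least 19.5-fold), Trpm1 (log2 change 6.57), Cst7 (6.49) and Baiap2l2 (6.46). Cst7 rose from 11.4 CPM ± 0.822 to 1025 CPM ± 13.9 (SD, n = 3; edgeR adjusted p 1.32e-34). Among the largest decreases were those of LOC115488624 (at least 19.58-fold), Gm41885 (log2 change -8.20), and the erythroid-associated genes Car1 and Kel, lower by at least 38.2-fold and 21.2-fold. In that contrast 6 of 6 erythroid, 11 of 11 monocyte and neutrophil and 5 of 5 B cell markers were lower (median log2 changes -2.48, -1.50 and -2.15). Of 12 T and NK cell markers, 10 were higher. More retained blood in the WT preparations was not tested and remains open for the decreases of Car1 and Kel. In Cx43 cKO against APP/PS1 the largest increases were in Gbp2b (at least 250.2-fold), Rpl34-ps1 (log2 change 7.57), Prok2 (6.24), Mrgpra2a (5.91) and H60b (at least 28.4-fold), and the largest decreases were in Ddx3y, Kdm5d (at least 106-fold), Eif2s3y (log2 change -9.20), Fmr1nb (at least 37.4-fold) and S100a5 (at least 11.9-fold). Against WT, Cx43 cKO was highest for Gbp2b (at least 273.7-fold), Rpl34-ps1 (7.64), Lyzl4 (7.26), Capn11 (at least 47.1-fold) and Baiap2l2 (6.58). It was lowest for Ddx3y (at least 1310.01-fold), Gm46353 (at least 52.9-fold), Kdm5d (at least 129-fold), Eif2s3y (-8.51) and Gm41885 (-6.20). How reads shared between near-identical copies were counted is not stated, so the pseudogene Rpl34-ps1, the unnamed Gm and LOC genes, and members of close families such as Gbp2b and Mrgpra2a are uncertain.

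The 7 preset lists describe microglial states. The 34 disease-associated genes, known to rise in microglia around amyloid, had a mean log2 change of 1.89 in APP/PS1 against WT (31 of 34 higher, camera adjusted p 1.42e-18) and 1.68 in Cx43 cKO against WT (31 of 34 higher, camera adjusted p 1.61e-22). Between Cx43 cKO and APP/PS1 the list did not pass (mean -0.21, 20 of 34 lower, camera adjusted p 0.108), although 28 of its genes passed singly by edgeR, over all genes and over the list alone alike. With the replicate number as a block the camera adjusted p-values were 1.00e-16, 1.41e-19 and 0.149, where the correlation of same-numbered libraries was 0.18. Cst7, Lpl and Ank were 5.89, 4.47 and 3.31 above WT in Cx43 cKO.

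**Figure D3:**
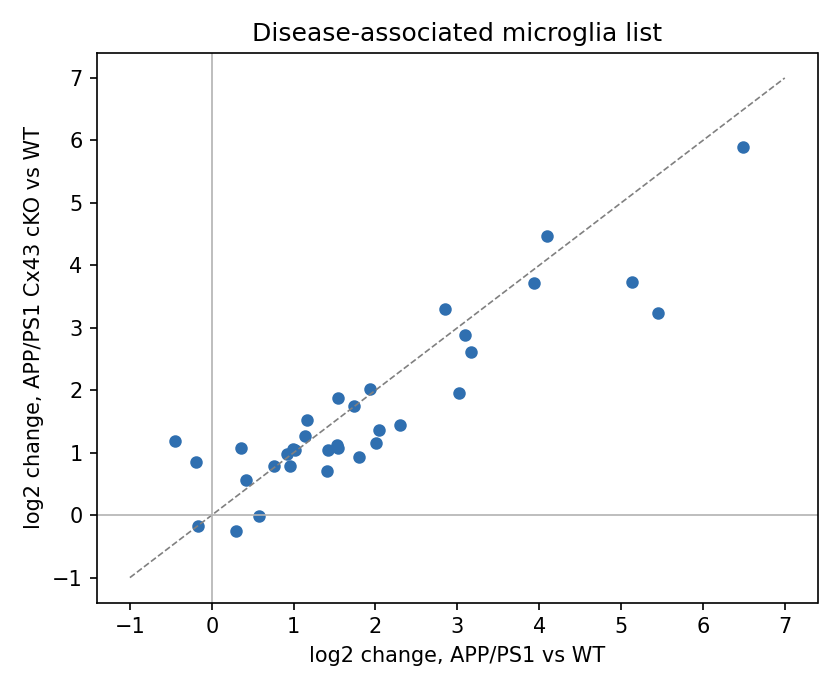
Log2 change of the 34 disease-associated genes in APP/PS1 against WT (x axis) and in Cx43 cKO against WT (y axis); each point is a gene and the dashed line marks equal changes. Both axes use the same WT libraries, 31 of 34 genes are above 0 on each axis, and the mean is 1.89 on x and 1.68 on y.

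The phagocytosis and lysosome list rose by a mean of 0.68 in APP/PS1 against WT (21 of 25 higher, camera adjusted p 1.83e-07; 2.26e-07 with the block) and by 0.51 in Cx43 cKO against WT (22 of 25 higher, camera adjusted p 3.17e-08; 1.62e-08 with the block), where the correlation of same-numbered libraries was 0.18. Between Cx43 cKO and APP/PS1 it was -0.17 (16 of 25 lower, camera adjusted p 0.0725; 0.0702 with the block). Axl, Ctsd and Ctsb were 1.74, 1.26 and 0.98 above WT in Cx43 cKO. When the disease-associated list alone was shifted in simulated data, 3 tests of lists sharing members with it also passed. The lists were not retested without shared members. The rises of the phagocytosis and proinflammatory lists may therefore come partly from such members. The interferon list rose by 0.32, 0.15 and 0.47 in APP/PS1 against WT, Cx43 cKO against APP/PS1 and Cx43 cKO against WT (17, 18 and 20 of 21 higher, camera adjusted p 0.00757, 0.0211 and 1.94e-07; 0.00848, 0.0242 and 1.02e-06 with the block). Oasl2, Ifit2 and Ifitm3 were 1.00, 0.79 and 0.57 above WT in Cx43 cKO. The proinflammatory list was 0.34 higher in APP/PS1 than in WT (15 of 18 higher, camera adjusted p 0.000630; 0.000413 with the block) and -0.29 in Cx43 cKO against APP/PS1 (11 of 18 lower, camera adjusted p 0.0211; 0.0223 with the block), and with GC and length offsets neither passed. Il1b, Tlr2 and Ccl4 were 1.11, 0.59 and 0.58 above WT in APP/PS1. All 12 genes of the connexin list, which holds 10 connexins and pannexins and the receptors P2rx4 and P2rx7, had lower values in Cx43 cKO than in APP/PS1 with TMM (mean -0.29, camera adjusted p 0.0210; 0.0190 with the block), 7 of them past the threshold, with Gjb6 at -0.92, Gja1 at -0.56 and Gja4 at -0.48; with the astrocyte score as a covariate Gjb6 had the opposite sign. Lower values in Cx43 cKO than in APP/PS1 were also found for 12 of 12 vessel, 15 of 16 astrocyte (Gja1 included), 9 of 10 oligodendrocyte and 11 of 14 neuron markers. In contrast, 11 of 11 monocyte and neutrophil and 4 of 5 B cell markers were higher. The decrease was thus not specific to the connexin list. The homeostatic and antigen presentation lists did not pass in any contrast. Among their members Cst3 was -0.73, and H2-Aa, B2m and H2-Ab1 were -0.75, -0.70 and -0.48 in Cx43 cKO against APP/PS1. Both lists were mixed in that contrast. Of the 26 homeostatic genes 12 were higher, with 7 called higher and 12 called lower. Of the 15 antigen presentation genes 7 were higher, with 5 called higher and 6 called lower.

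Whether the knockout contrast ran against the disease change was asked in 8003 genes that differed between the mean of both disease-model groups and WT. Of these, 5080 (63.5%, exact binomial 95% interval 62.4% to 64.5%, counting genes as if independent) had the opposite sign in Cx43 cKO against APP/PS1. Adjusted over this selection, 5328 passed, 3676 opposite and 1652 in the same direction. With the replicate number as a block the share was 63.01% and 6264 genes passed, where the correlation of same-numbered libraries was 0.18. With GC and length offsets the share was 57.1%.

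Markers of other cells were summed in each library as a background. Monocyte and neutrophil markers (11 genes) summed to 2713 CPM ± 20.4 in WT, 953 CPM ± 15.7 in APP/PS1 and 8699 CPM ± 70.3 in Cx43 cKO (SD, n = 3), which was 0.854% of the counts in Cx43 cKO. Erythroid markers (6 genes) summed to 1215 CPM ± 27.7, 262 CPM ± 13.7 and 101 CPM ± 5.33. Astrocyte markers (16 genes, Gja1 included) summed to 874 CPM ± 4.90, 1049 CPM ± 18.98 and 825 CPM ± 4.68. Early-response genes that rise during dissociation (19 genes) summed to 30363 CPM ± 799, 24671 CPM ± 632 and 25819 CPM ± 620.2. The groups did not overlap for the monocyte and neutrophil, erythroid and astrocyte sums. Of the 19 early-response genes, 18 were lower in APP/PS1 and 16 in Cx43 cKO than in WT, and 14 were higher in Cx43 cKO than in APP/PS1. The sums were not paired by replicate number, so a shift between the early-response sums of Cx43 cKO and APP/PS1 is not excluded.

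**Figure D4:**
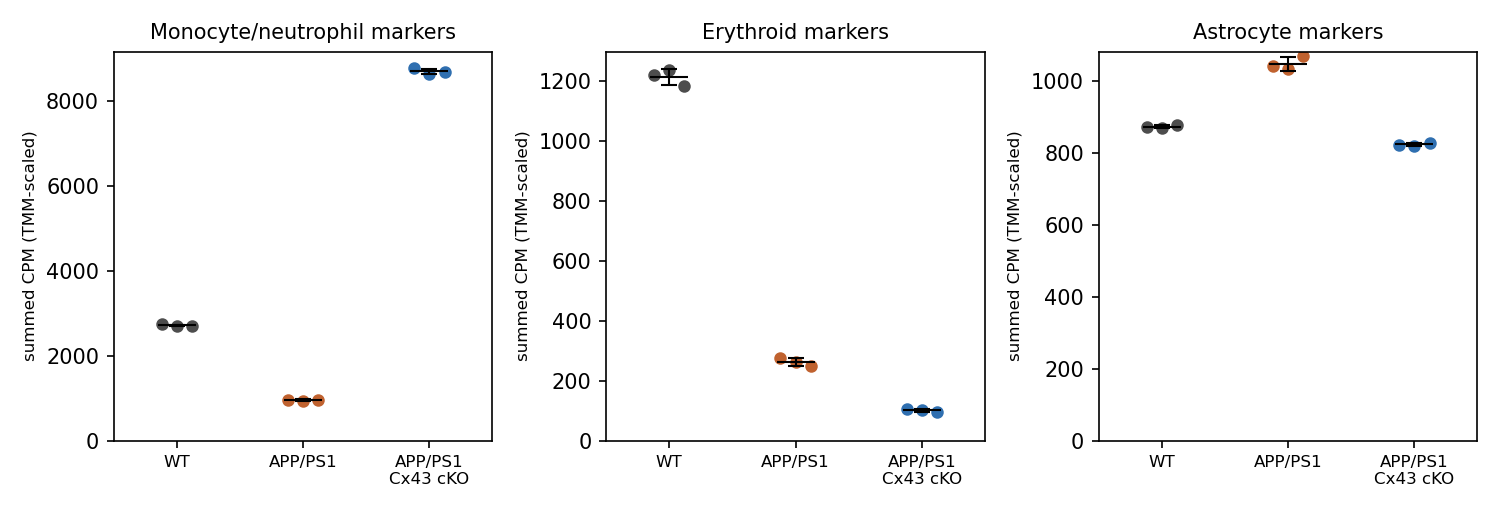
Summed CPM of monocyte and neutrophil, erythroid and astrocyte markers in each library, by group; points are libraries, and the bar and whiskers are the mean and SD of 3 libraries. Monocyte and neutrophil markers averaged 8699 CPM in Cx43 cKO and 953 CPM in APP/PS1, while erythroid markers averaged 1215 CPM in WT.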

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

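The first 2 tests in this part used gene sets or limits chosen after the difference in summed FPKM had been seen, although each prediction was written before its own result was known. The GC test was added after its rho had been seen. The FPKM columns were used only in alternatives to the edgeR comparisons, and their sum stood above every WT library in both other groups. It averaged 535938 ± 1322 in APP/PS1 and 478015 ± 786 in Cx43 cKO against 449088 ± 411 in WT (SD, n = 3), ratios of 1.19 and 1.06. Since FPKM divides by gene length and library size, a higher sum means that more of the reads fell on short transcripts.

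A few abundant genes were tested as a cause. Without the 100 genes of highest mean count, 61.5% of the APP/PS1 excess over WT was left, so those genes account for less than the larger part of it. A length-dependent difference in library preparation or RNA quality was tested on 52 marker genes of astrocytes, neurons, oligodendrocytes and vessels. These were assumed to lie outside microglial regulation. Of their 16 astrocyte markers, Gja1 included, 15 were higher in APP/PS1 than in WT, so the set is not shown to be neutral to genotype. Spearman's rho between log2 change and length was -0.15 in the 52 markers (permutation p 0.284, adjusted 0.426 over 6 tests), against -0.23 over all genes. The same sign was thus seen without passing. That test is small and does not rule such a difference out. With GC content the rho in these markers was -0.30 (permutation p 0.0344), against -0.23 over all genes, which fits a GC-dependent difference between libraries before correction only. The adjusted p was 0.103 over 6 GC tests and 0.170 over the 12 GC and length tests. In Cx43 cKO against APP/PS1 it was 0.38 (permutation p 0.00604), with an adjusted p of 0.0362 over the 6 and 0.0725 over the 12, so whether it passes depends on which tests are counted together. The adjustment over 12 was computed first, and the one over 6 was set after its result had been seen, to leave the length tests as they were. The excess may reflect genotype or library preparation. Each genotype was seen in 3 libraries, whose spread came near counting noise only once the replicate number was also fitted. Genotype and preparation therefore cannot be told apart. For Cx43 cKO against WT no relation with length was detected in the same markers (rho 0.0022, permutation p 0.988, adjusted 0.988).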

How the results depend on the processing

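The alternatives added after the data were examined were library totals, TPM, and the GC and length offsets for Gja1, the lists and the direction share; the others were fixed before the data were examined. Called genes stayed within 1.5 times the reported counts under every alternative tried except a 2-fold minimum and the astrocyte score. Across the fits that each left out a library, the counts ran from 8024 to 8763 for APP/PS1 against WT, from 7345 to 8133 for Cx43 cKO against APP/PS1 and from 6291 to 7133 for Cx43 cKO against WT. With at least a 2-fold change, the counts in those 3 contrasts were 1256, 1124 and 762 against 8670, 8085 and 7010.

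The astrocyte score as a covariate left 29, 44 and 3904 called genes. It gave Gja1 log2 changes of 0.89, -1.15 and -0.26 that no longer passed, and a share of opposite signs of 75.3% with 38 genes passing in the selection. The score hardly varies within groups, which shows as 99.6% of its variance lying between them. Under it, antigen presentation (-0.16) and connexin (-0.23) changes in APP/PS1 against WT, and interferon (-0.36) and antigen presentation (0.11) changes in Cx43 cKO against APP/PS1, had the opposite sign. The connexin list there weakened to -0.017 and the disease-associated list passed at -0.39. Yipf7 (-5.20) in APP/PS1 against WT and Gjb6 (0.52) in Cx43 cKO against APP/PS1 reversed.

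With the inter-gene correlation estimated, the list means did not change but 6 results no longer passed, namely interferon (0.32) and phagocytosis (0.68) in APP/PS1 against WT, interferon (0.15), proinflammatory (-0.29) and connexin (-0.29) in Cx43 cKO against APP/PS1, and phagocytosis (0.51) in Cx43 cKO against WT. The fry test, which asks whether the list changed at all and not whether it changed more than other genes, passed results that camera did not. In APP/PS1 against WT these were homeostatic (0.23), antigen presentation (0.073) and connexin (0.064). In Cx43 cKO against APP/PS1 they were homeostatic (-0.15), disease-associated (-0.21), antigen presentation (-0.094) and phagocytosis (-0.17). In Cx43 cKO against WT they were homeostatic (0.076), proinflammatory (0.055) and connexin (-0.22). The phagocytosis list in Cx43 cKO against APP/PS1 also passed without the low-count filter (-0.17) and without APP/PS1 library 1 (-0.18, camera adjusted p 0.0460), and it ranged from -0.18 to -0.16 with a library left out. The disease-associated list passed against WT in both disease-model groups under each of these settings.

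Library totals took Gja1 in APP/PS1 against WT to 0.10, no longer past the threshold, and reversed antigen presentation (-0.064) and connexin (-0.073) in APP/PS1 against WT and homeostatic (-0.032) and proinflammatory (-0.053) in Cx43 cKO against WT, and App in APP/PS1 against WT (-0.084). The share of opposite signs was 66.7%. DESeq2 size factors reversed antigen presentation in Cx43 cKO against WT (0.0037) and Cx3cr1 in APP/PS1 against WT (0.0017), both near 0. Relative to the astrocyte markers Gja1 was -0.022 in APP/PS1 against WT and -0.22 in Cx43 cKO against APP/PS1.

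With GC and length offsets, the interferon (0.21) and proinflammatory (0.097) lists in APP/PS1 against WT and the proinflammatory list in Cx43 cKO against APP/PS1 (-0.13) no longer passed, and the proinflammatory list reversed in Cx43 cKO against WT (-0.029). The replicate block added to the offsets gave 0.21, 0.097, -0.13 and -0.029 for these. The share of opposite signs was 57.1% with offsets, 57.0% with offsets and block, and 63.05% to 64.8% with a library left out. Cx3cr1 in APP/PS1 against WT was 0.082 with offsets, with or without the block, and 0.017 with only the groups compared. On FPKM App in APP/PS1 against WT was -0.072 with a pseudocount of 1 and -0.073 with 0.1. On TPM App was -0.33, Prnp -0.098 and Ddx3y -0.21 in that contrast. Except where a value is given for it, the cause was not tested.

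For the 57 pairs of named gene and contrast, 1277 comparisons with an alternative were made, of which 1225 kept direction and side of the threshold, 30 weakened, 10 became stronger and 12 reversed. Genes near 0 counts in a group, such as Ddx3y, Kdm5d and Eif2s3y, gave no value where at least 10 counts were required in every library. Depth limits those genes, and for Ddx3y and Kdm5d in the comparisons with Cx43 cKO only lower bounds of the fold change are given.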

Other observations

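The tests on the spread between libraries, on retained blood and on neutrophil composition were chosen only after those results had been seen. For each contrast the 6 libraries can be split in 10 ways, of which 4 part all 3 same-numbered pairs as the real split does; the other 6 part a single pair. Among those 4, only the real split (1 of 4) gave as many called genes in each of the 3 contrasts. The other splits called 0 genes at an adjusted p under 0.05, with 126 to 180 genes at an unadjusted p under 0.05 where all 3 pairs were parted and 178 to 481 where a single pair was, and each of them mixes both genotypes. With so few splits no share under 0.05 can be reached. For the preset lists, 2 of 4, 1 of 4 and 4 of 4 splits put as many lists past the threshold in APP/PS1 against WT, Cx43 cKO against APP/PS1 and Cx43 cKO against WT, so the number of lists that pass does not set the real split apart in the first and last of these. Mixed splits keep part of the genotype difference, which may explain this, and it was not tested further. For the share of genes with opposite signs, 1 of 4 splits was as far from 50% as the real 63.5%, the 3 others gave 43.1%, 55.5% and 55.9%, and all 9 other splits gave 40.4% to 56.9%.

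Libraries of a group may have been made from a single RNA source. If so, the spread beyond group and replicate number should be close to counting noise, with a limit of 1.5 for the mean Pearson statistic per degree of freedom. Over all 10794 genes it was 1.21, which is under the limit. Over 88 marker genes of other cells and of dissociation it was 1.88, which is above it, with a median of 1.07. Both the mean and the median of the markers had been seen before the limit was applied, and the mean was used because it was used for all genes. At a given BCV the Pearson statistic rises with the mean count, so a single limit does not suit gene sets of different depth. It was 1.17, 1.14 and 1.42 in bins of rising mean count, and the markers include genes as deep as Zfp36 (58078 to 93990 counts). The marker value therefore cannot decide between a single source and separate animals. The value over all genes met the prediction, but separate animals with a very small spread would meet it too. Simulated counts with a BCV of 10% gave 18.3. The correlation of 0.18 between same-numbered libraries is consistent with a shared processing batch per number, and library 1 of each group had more whole-number counts (28.2% to 29.8% of nonzero values) than libraries 2 and 3 (17.1% to 19.02%). If the libraries of a group share a source, the adjusted p-values compare these libraries and not mice.

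Sex is a candidate explanation for part of both comparisons that involve Cx43 cKO. All 4 Y-linked markers changed at least 2-fold in Cx43 cKO against APP/PS1 and all 4 against WT, while 0 did in APP/PS1 against WT. A group of female mice, or pooled females, set against males would give this. How many of the called genes it accounts for cannot be told from these libraries. Astrocyte content is a further candidate, since the summed astrocyte markers were 1.20 times WT in APP/PS1 and 0.94 times WT in Cx43 cKO. Differences of that size argue against astrocyte content for the 1256 and 762 genes changed at least 2-fold in those comparisons. With the astrocyte score as a covariate 29, 44 and 3904 genes were called. The score follows the groups so closely that this test cannot separate content from genotype.

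RNA from astrocytes may supply much of the Gja1 signal. Dividing Gja1 by the astrocyte markers lowered its coefficient of variation over the 9 libraries from 17.5% to 9.09%, yet the Cx43 cKO libraries (31.8 to 35.0 per 1000 marker CPM) stayed below the APP/PS1 libraries (37.1 to 41.3). A lower microglial contribution and a different astrocyte composition both remain. Cx3cr1 changed by -0.88 on the log2 scale in Cx43 cKO, within 0.25 of the -1 that losing a gene copy to the recombinase insertion would give, which is consistent with a heterozygous knock-in.

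Monocyte and neutrophil markers were higher in Cx43 cKO than in APP/PS1. Retained blood could raise them, but erythroid markers had a median log2 change of -1.13 in Cx43 cKO against APP/PS1, the opposite of that prediction. Admixture of the same neutrophils in differing amounts predicts similar factors for neutrophil genes. The interquartile range of log2 changes was 0.88 over all 11 markers, but these include the monocyte genes Ly6c2, Ccr2 and Plac8, so that value does not test it. Without those 3 it was 1.41 over 8 genes, above the limit of 0.5, a test added after the values had been seen. That test covers Cx43 cKO against APP/PS1 only, where the 11 markers ranged from 1.39 to 4.54. Against WT they ranged from 0.25 to 1.95 and the interquartile range was not computed. Such an admixture is thus not ruled out for the comparison with WT. Expression of some of these genes by other captured cells could also spread the factors. A difference in the maturity or kind of the captured cells remains as a hypothesis, as does a difference in sex or preparation, and these were not separated.

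Large changes in Cx43 cKO might come from chromosome segments carried along with the engineered alleles. Of the 200 nearest tested neighbours of Gja1, 6.5% changed at least 2-fold against 7.63% of the other genes (one-sided Fisher exact p 0.764, adjusted 0.764), and of 160 neighbours of Cx3cr1 10% did against 7.59% (p 0.160, adjusted 0.320), so no enrichment was detected. Along all chromosomes, 41 adjacent pairs both changed at least 4-fold in the same direction, against a mean of 5.22 after shuffling gene order (permutation p 1e-05, the smallest 100000 shuffles can give). Among these pairs are S100a8 with S100a9, Prtn3 with Elane, and Stfa2 with Stfa3, chosen after their values were seen. Clusters of related myeloid genes, and reads shared between such paralogs, may both contribute, and 3 of the 41 pairs lie on the Y chromosome and go with the sex difference.

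The disease-associated list had a mean of -0.21 in Cx43 cKO against APP/PS1, and its change may partly follow transcript length. Within the list Spearman's rho with length was 0.35 (permutation p 0.0424, adjusted 0.254 over 6 tests), so the relation did not survive correction. None was detected within the list in APP/PS1 against WT (rho 0.05, permutation p 0.789), where all genes gave -0.23. In Cx43 cKO against WT the list gave 0.25 (permutation p 0.151). With GC and length offsets, an alternative added after the data were examined, the list mean went from -0.21 to -0.11 (camera adjusted p 0.486). The median log2 change in Cx43 cKO against APP/PS1 was -0.55 in the 17 shorter members and 0.02 in the 17 longer members. In APP/PS1 against WT these medians were 1.40 and 1.54. The list did not pass by camera with or without the offsets, so a smaller disease-associated response after loss of Cx43 is not established, and offsets could also remove a change in expression that goes with length.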
